A study of Mesorhizobium robiniae with 6 samples. Its data were reported in "Symbiotic peptides modulate rhizobial physiology without terminal differentiation" (2026).

How the data were processed

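Transcript abundance was measured by RNA-seq in liquid cultures of Mesorhizobium robiniae DSM 100022, a bacterium that nodulates the black locust tree, after exposure to the recombinant peptide NPG2 or to phosphate-buffered saline (PBS). Samples were grouped by the treatment in their labels, with 3 cultures per group, and all 6 carried the same batch label. Exposure lasted 2 h at 28 °C with 250 µM peptide. Growth medium differed between the sources: the labels named TY medium, and the study's methods named yeast extract mannitol broth. Per the labels, ribosomal RNA was depleted and the libraries were strand-specific and sequenced as read pairs.

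The authors trimmed reads with Trimmomatic and aligned them with Rockhopper2 to the RefSeq assembly of the same strain. The tool that made the count table, and whether it used strand, is not given in the sources used here. The deposited count table holds whole read counts per gene with no normalization for 6660 genes, of which 6605 are protein coding. The deposited FPKM values are counts per kilobase of gene and scaled to the library's total count. For 6659 genes they equalled the count divided by gene length and table total within a relative tolerance of 1e-06. The authors' deposited table of their own comparison gives FPKM, mean normalised signal per group, the fold ratio, its log2, a p-value and a q-value from DESeq2 for 6589 genes. The 71 genes left out of it had at most 11 counts over the 6 libraries. Every gene identifier matched a locus tag of the RefSeq annotation of that assembly (ASM4054553v1), from which contigs and 1-based coordinates were taken. The annotation table used here has no strand column. A symbol was known for 1005 genes and a Gene Ontology (GO) term for 4491.

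Total counts ranged from 2580475 to 2941011 per library. A gene with no counts in a library was therefore compatible with up to 3 counts, or 1.02 to 1.16 CPM (counts scaled to the library total), depending on the library. Such limits and the 95% intervals cover counting error only. Before averaging, replicates were compared by a chi-square of their counts over genes with at least 20 counts in the pair. The lowest chi-square per degree of freedom was 2.81, so no pair of libraries agreed within sampling noise and each was counted as its own replicate.

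Differential expression was tested on the deposited counts with edgeR 4.0.16 in R 4.3.3 (TMM normalization, filterByExpr with a minimum count of 10, robust glmQLFit, glmQLFTest, Benjamini-Hochberg adjustment), with group as the only term. A gene was called at an adjusted p under 0.05 and an absolute log2 fold change of at least 1. Log2 fold changes are NPG2 over PBS. Standard errors were taken from the quasi-likelihood F statistic. Gene lists fixed before the data were examined were tested with camera of limma 3.58.1 (log2 CPM with a prior count of 2, preset correlation of 0.01, two-sided, lists with at least 3 tested genes). GO terms with at least 5 tested genes were tested by a one-sided hypergeometric test against the tested genes that carry a GO term, for higher and lower genes separately and adjusted over both. Principal components were computed from centred log2 CPM, and the groups were compared by an exact permutation test.

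The genes named in the text followed a rule set before the data were examined. Named were all genes whose symbol the study's text names, its qPCR reference genes rpsB and rpsU, and genes without a symbol whose product description states such a name. Also named were the 5 largest rises and the 5 largest falls among called genes with a mean of at least 10 CPM and no overlap between groups, and the 5 genes with the largest mean share of counts. Genes outside this rule are said to have been chosen after their values were seen.

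The alternatives set beforehand were RLE, upper-quartile and total-count scaling, library sizes from rpsB and rpsU, no filter, a filter at 10 CPM, DESeq2 1.42.0, limma on log2(FPKM + 1) and log2(FPKM + 0.1), glmTreat, a replicate block, each library left out in turn, and the 10 most abundant genes left out of the library sizes. For gene lists they also included fry, camera with an estimated correlation, and fgsea 1.28.0. One alternative was added after the data were seen, in which an even background was added so that the low-level FPKM, taken as the 5th percentile over protein-coding genes of at least 500 bp, was the same in all libraries. This background was drawn at random once, and for nifE and nifN the draw was repeated 100 times.

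The steps were tested on simulated data. Counts were drawn for the real genes from the means and library sizes of the NPG2 against PBS comparison, with 200 genes changed by a log2 fold change of 1.5 to 3 and a dispersion of 0.02. Over 6160 genes, edgeR recovered 99.5% of the changed genes with 4 false calls. Both changed lists were called by camera, fry and fgsea, and of 10 unchanged lists camera called 0, fgsea 0 and fry 1. Genes were drawn independently of each other, so the simulation cannot test the preset correlation of camera. Changed genes were taken above a minimum mean count, with rises and falls equally likely, so recovery among the weakest genes was not tested.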

Results

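RNA-seq was used to ask how the transcriptome of free-living Mesorhizobium robiniae responds to NPG2, a proline- and glycine-rich peptide made by nodule cells of its host tree. Cultures of strain DSM 100022 were exposed for 2 h to 250 µM recombinant NPG2 (n = 3) or to PBS (n = 3). The libraries held 2867373, 2936984 and 2749611 counts for PBS replicates 1 to 3, and 2941011, 2750831 and 2580475 counts for NPG2 replicates 1 to 3. Protein-coding genes took 93.98% to 97.02% of the counts, and ribosomal RNA at most 0.00279%. The RNA of RNase P took 2.20% to 5.21%.

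The first comparison asked whether the libraries separate by treatment. The first principal component held 81.4% of the variance. PBS libraries lay at -33.76 ± 4.24 and NPG2 libraries at 33.76 ± 0.60 (SD, n = 3 each). The exact two-sided permutation p was 0.1, the smallest that 3 against 3 libraries can give. With genes scaled to unit variance, the component held 57.5% of the variance. The correlation of log2 CPM across genes was 0.981 to 0.989 between libraries of one group and 0.913 to 0.935 between groups. Genes are not independent replicates, so these values describe the libraries only.

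The second comparison asked which genes changed. Of 6136 genes tested, 931 were called by edgeR's quasi-likelihood test (Benjamini-Hochberg adjusted p under 0.05, absolute log2 fold change of at least 1). Of these, 249 were higher and 682 lower with NPG2. At a 1.5-fold minimum the count was 1864, and with no minimum it was 3106. The alternative that moved the count most was glmTreat, which tests against a log2 fold change of 1 and called 481 genes. The groups' CPM values did not overlap for 3500 tested genes, or 57.0%, where chance gives 10%. In the authors' deposited table, 980 genes passed the same thresholds, with 252 higher and 728 lower. Lower calls were concentrated among weakly expressed genes. In the lowest 10% of tested genes by mean FPKM, 205 genes were lower and 3 higher, and the median log2 fold change was -0.57. In the highest 10%, 67 were lower and 91 higher, and the median was 0.30.

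**Figure D1:**
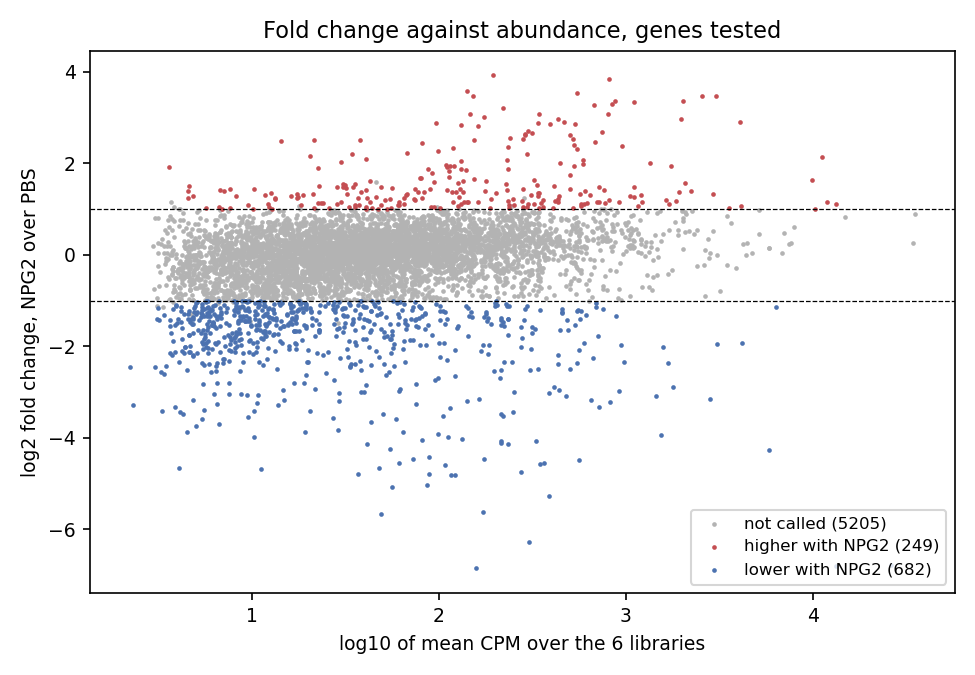
Log2 fold change of NPG2 over PBS (vertical) against log10 of mean CPM over the 6 libraries (horizontal), with one point per tested gene and dashed lines at the fold change minimum. The 249 higher genes are in red and the 682 lower genes in blue, and lower genes are frequent at low abundance.

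The structural genes of nitrogenase were examined next, since the study's text names them. They are adjacent on contig 21. nifH (ABID19_RS33445, 47287 to 48180) rose from 21.95 ± 3.16 to 45.6 ± 7.61 CPM (SD, n = 3 each), a log2 fold change of 1.05 ± 0.16 (SE) with an edgeR adjusted p of 3.4e-05. nifD (ABID19_RS33440, 45681 to 47183) had a log2 fold change of 0.76 ± 0.14 and an adjusted p of 0.000251. nifK (ABID19_RS33435, 44012 to 45553) had a log2 fold change of 0.42 ± 0.09 and an adjusted p of 0.000767. The groups did not overlap for any of these genes, but only nifH passed the fold change minimum. Under 9 of 18 alternatives nifH was below that minimum too, at the lowest 0.88 in limma on log2(FPKM + 1), and among single libraries left out 0.91 without PBS replicate 3 and 0.97 without NPG2 replicate 2. Its adjusted p was 2.77e-06 to 0.000889 over the alternatives. The list of 11 tested nitrogenase and accessory genes did not shift as a whole. Its median log2 fold change was -0.04 and its range -1.15 to 1.05, with a camera adjusted p of 0.911. The median and mean were below 0 and the direction of the test was up. In the list, 6 genes had an adjusted p under 0.05 over all genes tested, and 6 when adjusted over the list alone. The list was made from symbols and left out genes without one. Of such genes with the GO term for nitrogen fixation on contig 14, ABID19_RS29340 (FixA family), ABID19_RS29345 (FixB family), ABID19_RS29350 and ABID19_RS29355 rose. Their log2 fold changes were 0.99, 1.15, 0.89 and 0.75 (edgeR adjusted p 1.2e-06, 6.89e-05, 2.04e-06 and 0.00516). ABID19_RS29320 (0.55, 0.325) and ABID19_RS29380 (-0.385, 0.495) did not pass. They were all chosen after their values were seen. nifE, nifN and nifV were lower, and they were chosen after their values were seen. Their log2 fold changes were -0.86 for nifE, -0.60 for nifN and -1.15 for nifV. That of nifV was below the fold change minimum under 3 of 17 alternatives, at -0.65 without PBS replicate 3, -0.77 with an even background added to equalise low levels and -0.98 in limma on log2(FPKM + 1). The edgeR adjusted p of nifN was 0.0227, which rose to 0.103 in DESeq2, 0.0654 without PBS replicate 2, 0.0801 without NPG2 replicate 3 and 0.368 with the added background, and its lowest was 0.0071. That of nifV was 0.0299, which rose to 0.0634 and 0.0661 in the 2 limma fits, 0.198 without PBS replicate 3, 0.106 without NPG2 replicate 2 and 0.0772 without NPG2 replicate 3, and its lowest was 0.000452.

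**Figure D2:**
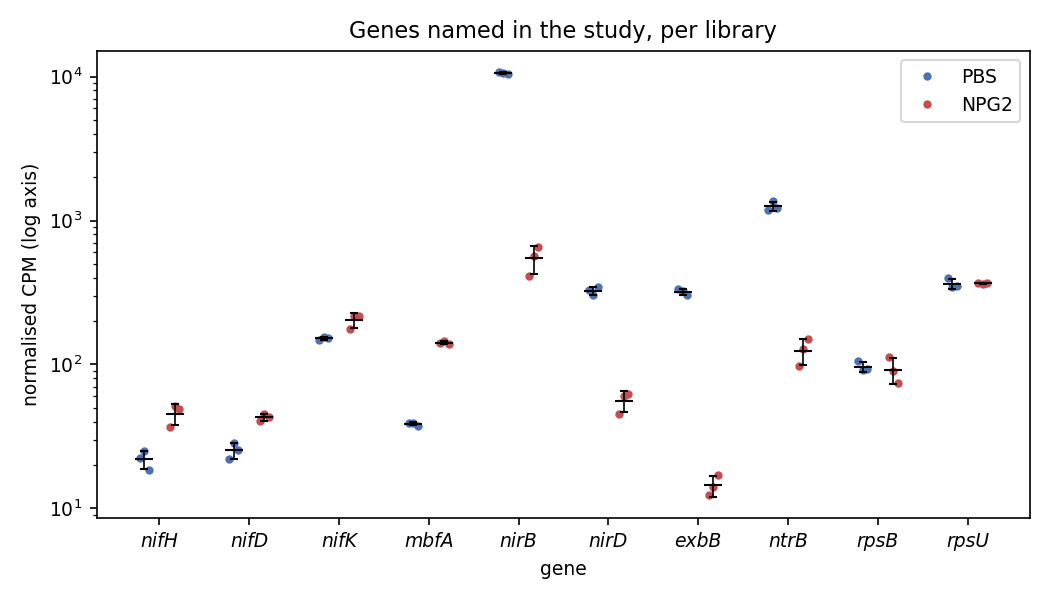
Normalised CPM (log axis) per library for genes named in the study, with points for the 3 PBS and 3 NPG2 libraries and bars for the mean and SD. nifH, nifD, nifK and mbfA lie higher with NPG2, nirB, nirD, exbB and ntrB lower, and rpsB and rpsU overlap.

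Genes of nitrate and nitrite use fell together. nirB (ABID19_RS07985, contig 2, 764763 to 767213), the large subunit of nitrite reductase, fell from 10575 ± 182 to 546 ± 122 CPM (SD, n = 3 each). Its log2 fold change was -4.28 ± 0.15 (SE), with an edgeR adjusted p of 6.05e-10. nirD (ABID19_RS07980) had a log2 fold change of -2.55 ± 0.11. These were the only 2 genes of the nitrate assimilation list with a symbol, so the list had no test. The gene with the symbol ntrB (ABID19_RS08005, contig 2, 769990 to 770886) had a log2 fold change of -3.33 ± 0.13 and an adjusted p of 4.56e-10. Its product is annotated as a nitrate transporter permease. The gene whose product is annotated as the sensor kinase NtrB (ABID19_RS18185, contig 6, 206102 to 207244) had a log2 fold change of 0.13 ± 0.07 and an adjusted p of 0.15. Its sign flipped to -0.02 when libraries were scaled by total counts. The nitrogen regulation list, which holds ntrB by symbol, had a median of 0.47, a mean of -0.30 and a camera adjusted p of 0.732.

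Genes with an iron uptake symbol also fell. exbB (ABID19_RS11670, contig 3, 720746 to 721705) had a log2 fold change of -4.48 ± 0.11 (SE) and an edgeR adjusted p of 6.83e-16. ABID19_RS20300 (contig 7, 153140 to 154165), which has no symbol and is annotated as a MotA/TolQ/ExbB proton channel family protein, was higher, with a log2 fold change of 0.44 ± 0.07 and an adjusted p of 3.43e-05. Of 4 genes with the symbol fhuB, 3 fell by a log2 fold change of -2.85 (ABID19_RS01975), -4.14 (ABID19_RS06270) and -3.84 (ABID19_RS11650). The other copy (ABID19_RS19915) had a log2 fold change of -1.19 ± 0.39 and an adjusted p of 0.0331, which rose to 0.0869 without PBS replicate 3, 0.0619 without PBS replicate 2, 0.0588 without NPG2 replicate 2 and 0.0683 with the added background. Over all alternatives it ran from 4.54e-06 to 0.0869. The log2 fold change of this copy was -0.98 without PBS replicate 2, -0.98 without NPG2 replicate 1 and -0.82 with the added background, short of the minimum. Reads shared between copies cannot be excluded, as the counting is not stated. fhuF (ABID19_RS19920) had 9, 16 and 14 counts with PBS and 0, 2 and 1 with NPG2, too few for the filter. The ratio of PBS to NPG2 counts after scaling was 11.4, with an exact 95% interval of 3.62 to 57.5. That interval covers counting error only, so it cannot exclude an even background of reads in the PBS libraries for this gene. The list of 6 tested siderophore and iron uptake genes had a median of -3.86 and a camera adjusted p of 0.00011, with 6 of 6 genes lower. mbfA (ABID19_RS10090, contig 3, 395823 to 396806), annotated as an iron exporter, rose from 38.7 ± 0.98 to 141 ± 3.28 CPM (SD, n = 3 each), a log2 fold change of 1.87. In the list of iron storage and regulator genes bfr was lower at -0.64 and rirA at -0.23, both chosen after their values were seen. The edgeR adjusted p of rirA was 0.0599 without NPG2 replicate 2, and 0.000295 to 0.0599 over the alternatives. The list had a median of -0.23 and a mean of 0.33. The direction of camera was down (adjusted p 0.911) and that of fry was up (0.000285).

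Of the other lists, 4 passed a camera adjusted p under 0.05. Sulfur and sulfonate uptake genes had a median of -1.95 (7 genes, adjusted p 0.000286) and heat shock and chaperone genes -0.63 (14 genes, 0.00319). Cell cycle and division genes had a median of 0.43 (13 genes, 0.00319) and ribosomal protein genes -0.24 (50 genes, 0.00547). Adjusted over the list alone, the number of genes with p under 0.05 was 7, 13, 11 and 21 in that order, against 7, 13, 9 and 21 over all genes tested. Under fry the iron uptake, sulfur, heat shock and cell cycle lists kept an adjusted p under 0.05, and ribosomal protein genes had 0.071. With an estimated correlation, no list kept it, and the lowest adjusted p was 0.165. Lists of microaerobic fix and cbb3 oxidase genes (median 0.47, adjusted p 0.129), SOS and DNA repair genes (0.02, 0.911) and nodulation genes (-0.45, 0.338) did not pass. The microaerobic list held no gene with a fix symbol. Its tested genes, named after their values were seen, were ccoG, ccoP, ccoO and ccoN. They had log2 fold changes of 0.20, 0.42, 0.77 and 0.51 (edgeR adjusted p 0.537, 0.0123, 0.00235 and 0.000233). Oxidative stress genes (median 0.78) and ATP synthase genes (-0.59) had 2 tested genes each and no test. No gene carried a symbol of the quorum sensing list. The qPCR reference genes changed little. rpsB had a log2 fold change of -0.06 ± 0.13 (edgeR adjusted p 0.699) and rpsU 0.02 ± 0.07 (0.883), and the sign of rpsU flipped to -0.13 under total-count scaling.

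The largest falls included genes that were very abundant in PBS. 2 neighbouring genes of unknown function on contig 8, ABID19_RS22735 and ABID19_RS22740, took 5.19% and 2.65% of the counts with PBS and 0.0422% and 0.0215% with NPG2. Their log2 fold changes were -6.80 ± 0.15 and -6.80 ± 0.15 (SE). The heme uptake gene hemP (ABID19_RS13135, contig 4) had a log2 fold change of -6.86, its neighbour ABID19_RS13140, a hemin-degrading factor, -6.27, and the MarR family regulator ABID19_RS25945 -5.66. The largest rise was in a heavy metal P-type ATPase (ABID19_RS07630, contig 2, 684630 to 687134), from 25.1 ± 7.91 to 381 ± 12.1 CPM (SD, n = 3 each), a log2 fold change of 3.92. The next rises were in ABID19_RS16090 (3.84), ABID19_RS16810 (3.59), ABID19_RS16805 (3.53) and ABID19_RS16815 (3.47), all on contig 5. Of the most abundant genes, the porin ABID19_RS25960 had a log2 fold change of 0.89 and ABID19_RS17090, a hypothetical protein, 0.84. The RNase P RNA, rnpB, had 0.27 ± 0.44 and an adjusted p of 0.663, which was 0.0168 without PBS replicate 3 and at most 0.94 over the alternatives.

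**Figure D3:**
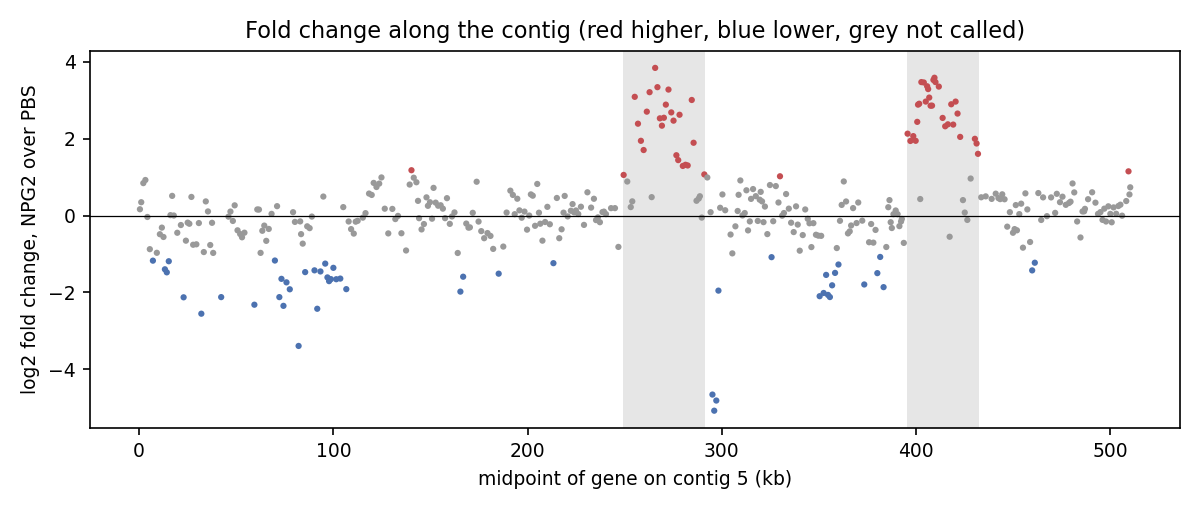
Log2 fold change of NPG2 over PBS (vertical) against gene midpoint in kb on contig 5 (horizontal), with one point per tested gene. The shaded stretches hold 25 and 30 higher genes.

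Among called genes, 3 GO terms were enriched in the higher set and 12 in the lower set (one-sided hypergeometric test, adjusted p under 0.05). Nitrogen fixation had 10 higher genes among 43 tested (adjusted p 0.00135) and 2 lower ones. Nitrate assimilation had 9 lower genes of 11 (0.000206), iron ion homeostasis 10 of 17 (0.00162), siderophore-dependent iron import 5 of 5 (0.00397) and cellular response to sulfur starvation 5 of 5 (0.00397). The number of enriched terms in the higher set was 12 with calls at 1.5-fold.

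**Figure D4:**
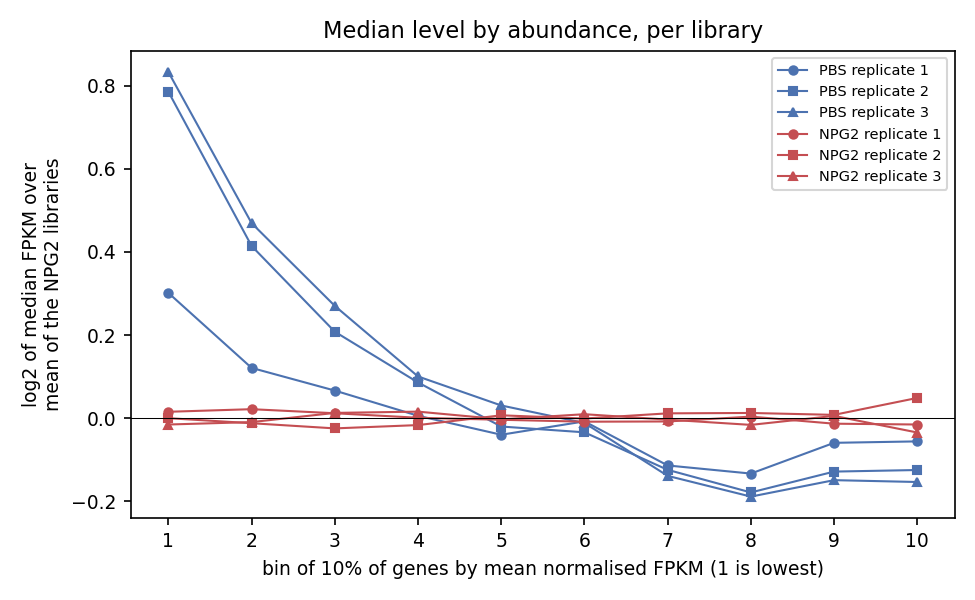
Log2 of each library's median normalised FPKM over the mean of the NPG2 libraries (vertical) for tested genes in 10 equal bins by mean FPKM, from lowest to highest (horizontal). In the lowest bin the median was 5.86, 8.20 and 8.47 FPKM in PBS replicates 1 to 3 and 4.71 to 4.81 FPKM in the NPG2 libraries.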

Values the study reported

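The study counted 1022 loci as changed by 250 μM NPG2. Its thresholds were an absolute log2 fold change of at least 1 and a false discovery rate under 0.05. The study gave a replicate correlation of at least 0.94. By qPCR at 250 μM, it described nirB as mildly repressed, and nifH and mbfA as induced.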

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

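All alternatives below were set before the data were examined, except the added background. Of the counts of changed genes, all stayed within 1.5 times the reported value under each alternative except glmTreat, which called 481 genes, with 135 higher and 346 lower. It tests against the fold change minimum, so fewer genes pass by construction. The genes changed numbered 895 to 1117 when one library was left out. The share of lower calls was 73.3% as reported and ran from 71.0% with the 10 CPM filter to 81.8% under total counts over the alternatives set beforehand, and it was 68.3% with the added background. Total counts moved the median of all tested genes to -0.14, limma on log2(FPKM + 1) to -0.13 and on log2(FPKM + 0.1) to -0.14, so falls under these are partly that shift.

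DESeq2 called 978 genes, of which 890 were among those called by edgeR. With the replicate number as a block, 922 genes were called and 917 were shared. No shared effect of the replicate number was seen, as deviations of same-numbered libraries correlated at 0.00698, -0.0389 and 0.00857. No gene list crossed its threshold under the block. The study describes independent repeats of the exposure experiment with controls run in parallel, so pairing by run cannot be excluded.

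Gene lists near 0 changed sign. For nitrogenase and accessory genes the median was 0.18 with no filter, 0.26 with the 10 CPM filter, 0.20 in DESeq2 and 0.0077 with the added background, and -0.090 to 0.13 when one library was left out. For SOS and DNA repair genes it was -0.049 with upper-quartile factors, -0.13 with total counts, -0.055 with the 10 CPM filter, -0.13 in limma on log2(FPKM + 1) and -0.13 on log2(FPKM + 0.1), -0.032 with the top 10 genes left out and -0.056 with the added background, and -0.022 to 0.044 when one library was left out. Nodulation genes moved to 0.039 with the added background. The nitrogenase list did not hold the same tested genes throughout. With no filter and in DESeq2, 6660 genes were tested, and the 10 CPM filter left out nifV. The median of that list can move for this reason. Other causes were not tested, and none of these lists passed the threshold.

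Under fry, the microaerobic list (median 0.47, adjusted p 0.00394), the iron storage list (median -0.23, mean 0.33, 0.000285) and nodulation genes (median -0.45, 0.00649) passed. The direction of fry was up for the microaerobic and iron storage lists, the latter against its median, and down for nodulation genes. Over all alternatives their adjusted p reached 0.68, 0.999 and 0.899 in that order. Under fry, ribosomal protein genes (-0.24) did not pass. With an estimated correlation the iron uptake (-3.86), sulfur (-1.95), heat shock (-0.63), cell cycle (0.43) and ribosomal protein (-0.24) lists did not pass, and under fgsea heat shock genes (-0.63) did not. Ribosomal protein genes had -0.31 to -0.13 when one library was left out, and lost their call without PBS replicate 1 (-0.18) and without NPG2 replicate 3 (-0.13). The cause was not tested.

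Of the lists of 2 genes, those of oxidative stress and ATP synthase moved by more than the replicate SD. The nitrate assimilation list did not, with -3.57 to -3.25 over the alternatives against -3.41 as reported. Oxidative stress genes had 0.63 with total counts, 0.61 in limma on log2(FPKM + 1) and 0.62 on log2(FPKM + 0.1). ATP synthase genes had -0.74, -0.73 and -0.73 there, and -0.70 with the added background. Higher GO terms numbered 1 with total counts, 1 with the 10 CPM filter, 1 in limma on log2(FPKM + 1) and 12 with calls at 1.5-fold. Lower GO terms numbered 4 with the 10 CPM filter, which tests fewer genes, and 6 with the added background.

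Of single genes, rpsU had -0.048 with upper-quartile factors, -0.13 with total counts, -0.055 with the 10 CPM filter, -0.13 and -0.13 in the 2 limma fits, -0.033 with the top 10 genes left out and -0.11 with the added background, and -0.055 to 0.077 when one library was left out. ABID19_RS18185 had -0.019 with total counts and -0.018 in both limma fits. rpsB had -0.22 to 0.080 when one library was left out. The fhuB copy ABID19_RS19915 had -0.82 with the added background and -1.53 to -0.98 when one library was left out. rnpB passed without PBS replicate 3. The other genes named by the rule set beforehand kept their direction and their side of the adjusted p threshold under each of 18 alternatives. Of them nifH kept its adjusted p but was below the fold change minimum under 9, with 0.98 for upper-quartile factors, 0.90 for total counts, 0.975 for the 10 CPM filter, 0.88 and 0.90 in the 2 limma fits, 0.999 with the top 10 genes left out, 0.97 with the added background, 0.91 without PBS replicate 3 and 0.97 without NPG2 replicate 2.

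Of the genes chosen after their values were seen, nifE, bfr, glnA, the groL copies ABID19_RS26785 and ABID19_RS32330, ABID19_RS13695, ABID19_RS27475, ABID19_RS27480 and ABID19_RS27485 kept their direction and their side of the adjusted p threshold under each of 18. The added background counts there as 1 random draw, and over 100 draws nifE kept its adjusted p in 94. The others named here did not keep theirs, and any not named here were not followed over the alternatives. nifN lost its adjusted p under 4 alternatives (highest 0.368), nifV under 5 of 17 (0.198) and rirA under 3 (0.0599). The groL copy ABID19_RS25715 lost it under 3 of 17, with -0.77 (0.156) without PBS replicate 3, -1.19 (0.0761) without NPG2 replicate 2 and -0.34 (0.421) with the added background. The groL copy ABID19_RS02890 passed under 6 (lowest 0.0142), among them without NPG2 replicate 1 (0.0374), and ABID19_RS13250 under 3 (lowest 0.0223). ABID19_RS17630 had -0.023 with total counts and -0.019 and -0.026 in the 2 limma fits, and -0.057 to 0.30 when one library was left out. ABID19_RS17640 had -0.019 to 0.69 when one library was left out, and neither passed. The cause was not tested. Depth limits the genes near 3 counts per library, fhuF among them.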

Other observations

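The tests of scaling, background, nif genes, GO members, copy number, replicate 1 of each group and groL were chosen only after the results were seen. Those of other splits and of neighbouring genes were set before.

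Among the 10 splits of the 6 libraries into groups of 3, 1 gave as many called genes, the real one. The other splits mix the groups and so put any difference between them into the residual spread, and their low counts carry no weight. With 10 splits the count cannot exclude chance at 0.05.

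In the authors' deposited table, 980 genes had a q-value under 0.05 and an absolute log2 fold change of at least 1. That is lower than the value quoted from the study above for the same thresholds, and the filter behind that value is not given in the sources used here. For nirB, that table gave a log2 fold change of -4.28, as did the main fit. This is a far larger fall than the mild repression the study described by qPCR, although the direction was the same. The cause of this difference in size was not tested.

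Lower calls outnumbered higher calls. Over 6 scalings the share of lower calls was at least 73.3%, the value of the main fit. There the median log2 fold change of tested genes was 0.010. Under each of the other scalings that median was lower, down to -0.14 with total counts. None of them shifted genes upward, so they cannot decide whether scaling is the cause. An even background of reads, for example from residual DNA, was a candidate explanation. The low-level FPKM was 3.61, 5.63 and 5.91 in PBS replicates 1 to 3 and 2.38, 2.32 and 2.30 in NPG2 replicates 1 to 3. Such a background cannot exceed the level of the lowest genes, and for 419 of 682 lower calls the closest PBS and NPG2 libraries differed by more than 5.91 FPKM. These falls are larger than it allows. For the other 263 this bound does not decide. Once the low level was made equal, 198 of these lost their call and 65 were still called, and 38 of the 419 lost theirs too. Adding counts lifts low values by construction, so a lost call decides nothing, and background and real falls cannot be told apart for the 198. The 65 kept their call with 1 random draw of the added background. That argues against the measured difference in low level as their whole cause. A background as high as the whole low level of 5.91 FPKM stays open for them. With the added background 717 genes were called, of which 653 were shared with the reported calls, and the share of lower calls was 68.3%. Weakly expressed genes also differed within PBS. Over the 614 genes lowest in the NPG2 libraries, the median log2 difference of PBS replicates 2 and 3 over replicate 1 was 0.52. The peptide was in none of these cultures and cannot have produced it.

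nifH, nifD and nifK rose while nifE and nifN fell, on one contig. The ratio of nifHDK to nifEN counts, which no library scaling can change, was 4.90 ± 0.36 with PBS and 12.002 ± 1.64 with NPG2 (SD, n = 3 each), 2.45 times as high, with no overlap. Scaling therefore did not produce the contrast. With the added background, nifH had 0.97, below the fold change minimum, and nifE -0.48 (edgeR adjusted p 0.0356), and nifN had -0.22 (0.368). That background is a random draw. Over 100 draws nifE stayed lower at an adjusted p under 0.05 in 94 (median 0.0178, highest 0.077) and nifN in 5 (median 0.163, lowest 0.0322). For nifE this was short of the 95 draws required to count against the measured difference in low level as the whole cause. Its closest PBS and NPG2 libraries differed by 4.93 FPKM, within the highest low level of 5.91. For nifE and nifN a background and a real fall therefore cannot be told apart. A differential response within the cluster stays open as untested.

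The GO term for nitrogen fixation holds many genes outside the nif clusters. Without genes named nif, fix, nitrogenase or electron transfer flavoprotein, 7 of 26 tested members were higher, with a one-sided hypergeometric p of 3.01e-05. These included glnA and 2 P-II regulators. Among all members, the largest log2 fold changes were in a cysteine desulfurase family protein (ABID19_RS24110, 2.813) and a NifU family protein (ABID19_RS07665, 2.635). The higher members thus reach beyond nifH and general nitrogen metabolism, and no common process was tested. Some of these genes are neighbours, so they are not independent.

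Higher genes lay next to each other. There were 106 neighbouring pairs of higher genes, against a mean of 9.99 and a maximum of 23 in 10000 permutations (p 0.0001, the smallest they can give). Lower genes formed 274 pairs, against 75.1. Random placement is argued against. Joining higher genes at most 5 tested genes apart gave 2 stretches of at least 8 higher genes, both on contig 5. One (249175 to 291400) held 25 higher genes of 33 and many glycosyltransferases, and the other (395240 to 432454) held 30 of 36 and several response regulators. Extra DNA copies would raise all genes alike, but 5 genes inside did not rise at adjusted p under 0.05 or fell, and log2 fold changes spread with an SD of 1.08 and 1.11, against median SEs of 0.0968 and 0.103. Coordinated transcription may be the reason, as a hypothesis.

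Of 5219 genes, 54 were over 2-fold higher in NPG2 replicate 1 than in both other NPG2 libraries, against 2 and 3 for the others. The low-level FPKM of that library was 1.03 times the mean of the others, which argues against a higher background. PBS replicate 1 also stood apart, with 28 genes over 2-fold lower than in both other PBS libraries, against 2 and 0 for the others. Of the 28, 24 fell short of the closer library by more than 5.91 FPKM, which argues against a lower background as the cause for these 24. No biological explanation was tested.

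Of 4 groL copies, chosen after their values were seen, 1 rose, ABID19_RS26785 at 1.84. ABID19_RS32330 had -1.56, ABID19_RS25715 -1.41 and ABID19_RS02890 -0.19 (edgeR adjusted p 0.128). ABID19_RS25715 had -0.77 without PBS replicate 3 and -0.34 with the added background. The largest and smallest differed by 3.403, and shared reads would pull copies together, so sharing does not explain opposite signs. Response of separate copies to the treatment stays open.

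Genes annotated with copper, chosen after their values were seen, did not move together. 3 neighbours on contig 12 (ABID19_RS27475, ABID19_RS27480 and ABID19_RS27485) had log2 fold changes of -4.83, -4.03 and -4.12. The heme-copper oxidase subunit ABID19_RS13695 had 2.03 (edgeR adjusted p 2.25e-06). CutC (ABID19_RS13250) had -0.39 (0.105), the multicopper oxidase ABID19_RS17630 0.12 (0.801) and the copper-binding protein ABID19_RS17640 0.30 (0.52). No explanation was tested.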
